A study of Danio rerio with 2 samples. Its data were reported in "IL-26 from innate lymphoid cells regulates early-life gut epithelial homeostasis by shaping microbiota composition" (2025).

How the data were processed

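Dissected guts of zebrafish larvae at 5 days post-fertilization (dpf) were profiled by droplet single-cell RNA sequencing, with 1 wild-type (WT) library and 1 il26-deficient (il26KO) library. Per the labels, each library pooled 50 guts that had been dissociated in 5 tubes of 10. The authors deposited raw counts of unique molecular identifiers (UMIs) per gene and barcode, made with Cell Ranger 7.1.0 per the file headers. The genome build, the annotation release and the treatment of intronic reads are not stated. The deposited counts cover 27771 features with 27056 distinct symbols, and the counts of features that share a symbol were summed. The barcodes had not been filtered to cells, so cells were called anew. A cell annotation by the authors was not used here.

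Barcodes with at least 500 detected genes and at most 25% mitochondrial UMIs were taken as cells. The mitochondrial filter removed 309 WT and 300 il26KO barcodes. Scrublet, in scanpy 1.11.5 under Python 3.11.15, was run per library. Its automatic threshold called 1 doublet in each library and so did not work. The barcodes with the highest doublet scores were removed in its place, at a rate of 0.8% per 1000 cells, which took out 229 WT and 126 il26KO barcodes. Doublets of like cells cannot be found this way.

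Clusters were made in Seurat 5.3.0 under R 4.3.3. Counts were log-normalised to 10000 per cell. The 2000 most variable genes were used, without mitochondrial genes and without the genes of the S phase, G2/M and DNA damage lists and the genes that the study's text names. The libraries were joined by canonical correlation (CCA) integration over 30 dimensions, and Louvain clustering was run at a resolution of 0.8. A cluster was given the type, out of 18 fixed marker lists, whose markers had the highest mean log2 fold over the other clusters. It stayed unnamed when fewer than 3 markers of that type were both detected in at least 10% of its cells and at least 2-fold higher there, or when its 10 leading genes by fold held more markers of another type. It also stayed unnamed when its depth was low and no own marker was among the leading genes. Folds were taken between geometric means over cells, with a pseudocount of 20 CPM. The geometric mean and these numeric limits were chosen after the data had been seen, because summed counts let a few cells of very high depth name a cluster. Of 31 clusters, 29 were named in 15 classes and 2 stayed unnamed. No cluster met the rule for acinar, hepatocyte or erythrocyte. Every class name stands for cells that are like that type. The progenitor-like cluster was led by her15.1, anxa4, neurl1aa and tnfrsf11a, and the ileal enterocyte-like cluster by fabp6, slc10a2, tmigd1 and krt92. Anterior enterocyte-like clusters were led by chia.2, fabp2 and fabp1b.1, and lysosome-rich enterocyte-like ones by ctsl.1, ctsbb, epdl2 and fabp6, so ileal genes were high in them too. The goblet-like cluster was led by agr2, the enteroendocrine-like ones by scg3 and adcyap1a, the best4 enterocyte-like one by ca2, and the pancreaticobiliary duct-like one by si:dkey-96g2.1 and anxa4. Leading genes of the others included plvapb (vascular endothelial-like), acta2 and col4a5 (smooth muscle-like), col1a2, rbp4 and pdgfrb (mesenchymal-like), krt91 and icn (epidermal-like), pfn1, ccr9a and runx3 (leukocyte-like), elavl3 (neuron-like) and actc1b (skeletal muscle-like). The unnamed clusters were led by nanos1 and hells, and by epdl2 and ctsbb beside kpna2 and ube2c. The chemokine genes ccl19a.1 and cxcl18b were among the leading genes of the duct-like cluster and of some mesenchymal-like and smooth muscle-like ones.

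The marker lists, the gene lists, the comparisons and most alternatives were fixed before the data were examined. In the annotation, 30 of 32 genes of the S phase list, 38 of 40 of the G2/M list and 34 of 37 of the DNA damage list were found, and so were 21 of 21 genes that the study's text names. Counts were summed per library and class. CPM are UMIs scaled to a fixed total, and the total used was that of all UMIs of the class. A list was compared as the log2 ratio, il26KO over WT, of its summed CPM. The median log2 ratio of the list's genes with at least 10 UMIs was placed as a percentile among 10000 random lists, in which each gene was replaced by 1 of the 100 genes nearest in mean expression. Gene ratios used a pseudocount of 1 UMI per library. Beside the genes that the study's text names, genes were named by size alone. In the progenitor-like and ileal enterocyte-like classes these were the 3 highest and the 3 lowest log2 ratios among genes with at least 100 UMIs. Over classes they were the 5 highest and the 5 lowest median log2 ratios among genes with at least 50 UMIs in at least 5 classes and 1 sign in all of them.

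With 1 library per group there is no replicate, so no test between the groups was made and cells were not used as replicates. Shares of cells carry exact binomial (Clopper-Pearson) 95% intervals. Sums of counts carry exact Poisson 95% intervals, and ratios carry the exact interval conditional on the summed counts. A count of 0 was read as an upper limit of 3 counts. All intervals and limits cover counting error only. For shares of cells with a UMI, each cell was also thinned to 1000 UMIs and shallower cells were left out. Barcodes with at most 100 UMIs served as empty droplets, whose RNA is free RNA of the suspension. The expected share of free RNA in a class was estimated from the acinar markers, leaving out cells in which these held at least 2% of the UMIs. It was 8.23% of the UMIs in WT progenitor-like cells and 13.6% in il26KO ones. It cannot be estimated where a class holds more acinar RNA than the empty droplets, and it was set to 100% in the il26KO goblet-like class for that reason.

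Alternatives covered the gene minimum (300 or 1000 genes), a minimum on UMIs (the 99th percentile of the top 3000 barcodes divided by 10), the mitochondrial filter (10% or none), doublets kept, resolution (0.4 or 1.6), merging without integration, listed genes allowed in the clustering, the denominator of shares, the scaling, free RNA subtracted and cells weighted equally. Naming the clusters from summed counts was added after the data had been seen. The code was tested on simulated data, drawn with Poisson error from the real class means. With 3823 progenitor-like genes of which 200 were changed, 99.5% of the changed genes had an interval on the right side of 0. With 4652 ileal enterocyte-like genes and as many changed, the share was 98.5%. These genes had at least 100 UMIs, and the changes were 2-fold or larger. The draws held no spread between cells, so they do not test the intervals of genes whose UMIs lie in a few cells. A gene table of the GRCz12tu assembly gave the order of neighbouring genes. No coordinates were used, since the build of the deposited counts is not known.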

Results

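The data were 2 single-cell RNA sequencing libraries of whole larval zebrafish gut at 5 dpf, 1 from WT and 1 from il26KO larvae. The measured quantity was the UMI count per gene and cell. The WT library held 125236138 UMIs over 1867865 barcodes, and the il26KO library held 122200924 UMIs over 1870103 barcodes. After filtering, 5122 WT cells and 3841 il26KO cells were kept, 8963 in all. They held 79.5% of the WT UMIs and 78.9% of the il26KO UMIs. The median depth was 10214.5 UMIs and 2313 genes per cell in WT, and 14257 UMIs and 2852 genes per cell in il26KO. Each group had 1 library, so every difference between the groups below has no replicate check. Intervals are 95% intervals for counting error only.

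The targeted gene il26 (ENSDARG00000045672) was looked at first, as a check of the labels. It had 1 UMI in the WT library, in 1 kept cell, and 0 UMIs in the il26KO library, whether kept cells or all barcodes were counted. Over all barcodes this was 0.00798 CPM in WT (interval 0.000202 to 0.0445), and the 0 counts in il26KO allow up to 0.0245 CPM. Among the 3841 il26KO cells, 0 cells with il26 allow a share of up to 0.0781%. Both libraries lay under the limit of 3 counts, so no fold is given and il26 cannot check the labels at this depth. The paper describes a deletion of part of the gene, so transcripts of the mutant allele might be counted at any depth.

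Which cell classes take a larger or smaller share without il26 was the first question. Of the 15 named classes, 4 took a higher share of the kept cells in il26KO than in WT beyond counting error, 5 took a lower share and 6 differed within counting error. Anterior enterocyte-like cells rose from 16.8% to 22.3%, enteroendocrine-like cells from 3.46% to 4.71% and neuron-like cells from 0.996% to 1.51%. Epithelial progenitor-like cells were also higher. Lower shares were seen in goblet-like (2.89% and 2.03%), mesenchymal-like (13.8% and 9.76%), pancreaticobiliary duct-like (3.42% and 2.03%), smooth muscle-like (8.71% and 5.18%) and skeletal muscle-like cells (0.976% and 0.469%), with the WT value given before the il26KO value. The unnamed clusters held 0.937% of the WT cells and 1.48% of the il26KO cells. Some calls depend on the denominator. Among the named epithelial classes alone, enteroendocrine-like cells differed within counting error (log2 ratio 0.22, interval -0.08 to 0.53). Lysosome-rich enterocyte-like cells were lower there beyond counting error (-0.35, interval -0.54 to -0.16). The calls of the other epithelial classes stayed the same.

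**Figure D1:**
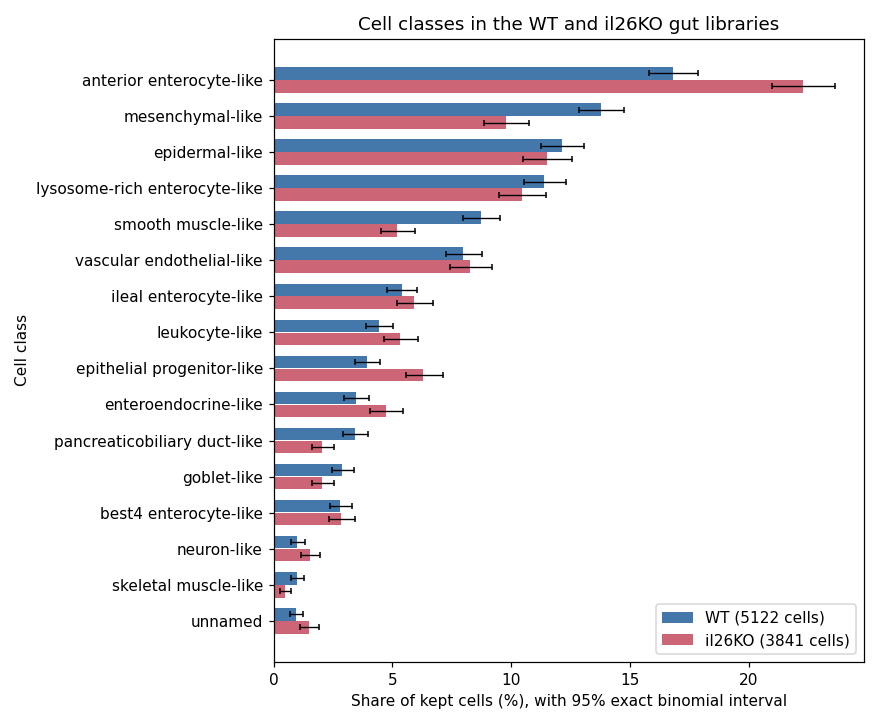
Share of kept cells (%) in each cell class, for the WT library (blue, 5122 cells) and the il26KO library (red, 3841 cells); the lines are exact binomial 95% intervals for counting error only, with 1 library per group. The epithelial progenitor-like class took 3.92% of WT cells and 6.30% of il26KO cells, and the mesenchymal-like class 13.8% and 9.76%.

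Progenitor abundance was a stated interest of the study. Epithelial progenitor-like cells were 201 of 5122 kept cells in WT (3.92%, interval 3.41% to 4.49%) and 242 of 3841 in il26KO (6.30%, interval 5.55% to 7.12%), a log2 ratio of 0.68 (interval 0.41 to 0.96). The alternative that moved this most kept only barcodes of high UMI count (above the 99th percentile of the top 3000 barcodes divided by 10), and it gave a log2 ratio of 0.048. As a share of the 7 named epithelial classes the class was 8.41% in WT and 11.6% in il26KO.

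The ileal enterocyte-like class was compared because the study reported a smaller absorptive population, and the match between the class and that population was not tested here. It held 276 of 5122 WT cells (5.39%, interval 4.79% to 6.04%) and 227 of 3841 il26KO cells (5.91%, interval 5.18% to 6.70%). The log2 ratio was 0.13 (interval -0.13 to 0.39), so a difference was not detectable at this depth. Of 12 alternatives, each changing 1 choice, 2 gave a higher share in il26KO beyond counting error, at 0.26 with at least 300 genes (interval 0.11 to 0.40; 802 and 791 cells) and at 0.27 without the mitochondrial filter (interval 0.03 to 0.50). The sign was the opposite in 4, all within counting error, the lowest value being -0.18 when the libraries were merged without integration. With the libraries merged and the named epithelial classes as the denominator, a pair of changes looked at after the data were seen, the share was lower in il26KO beyond counting error (283 of 2394 and 187 of 2089 cells, log2 ratio -0.40, interval -0.68 to -0.13). Single cells with a high share of ileal RNA were less frequent in il26KO, at 9.89% of the kept cells against 12.4% in WT, and part of these lay in the lysosome-rich enterocyte-like class.

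Proliferation was addressed with the S phase and G2/M lists in the progenitor-like class, whose genes were kept out of the clustering. The G2/M list had 1693 CPM in WT and 2235 CPM in il26KO, a log2 ratio of 0.40 (interval 0.33 to 0.47). Of its 38 genes, 36 were higher in il26KO. Their median log2 ratio was 0.42, at percentile 99.99 of the random matched lists, which describes these libraries only. A lower gene minimum of 300 moved the log2 ratio most and to the other side of 0, at -0.013. The S phase list had 1768 CPM in WT and 1839 CPM in il26KO, a log2 ratio of 0.06 (interval -0.01 to 0.13). This is within counting error. It turned negative in 3 of 15 alternatives, including the median-of-ratios scaling, and beyond counting error with at least 1000 genes (-0.13). Higher values beyond counting error, from 0.09 to 0.45, came with at least 300 genes, the minimum on UMIs and at most 10% mitochondrial UMIs. They also came with doublets kept, merged libraries and listed genes in the clustering. Its median log2 ratio of 0.10 lay at percentile 41.3. Over all genes with at least 10 UMIs in this class the median log2 ratio was 0.12, and median-of-ratios scaling shifted every log2 ratio of the class by -0.12. Relative to that, the G2/M list was at 0.28 and the S phase list at -0.064.

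The share of progenitor-like cells with at least 2 UMIs of the S phase and G2/M lists was 77.1% in WT and 78.9% in il26KO. The class had a median of 5313 UMIs per cell in WT and 3790.5 in il26KO. Every other named class had a higher median in il26KO, so shallow barcodes are a limit on the results of this class. After thinning to 1000 UMIs per cell, which left out 11 WT and 12 il26KO cells, the share was 51.6% (interval 44.2% to 58.9%) in WT and 56.5% (interval 49.8% to 63.0%) in il26KO, a difference within counting error. In the best4 enterocyte-like class, of median depth 10696.5 and 16481 UMIs, the thinned share was 0.699% and 0.917%, and the share before thinning was 34% and 48%. Thinning left out 1 WT cell and 0 il26KO cells of that class. In ileal enterocyte-like cells the thinned share was 3.66% and 10.0%, and in neuron-like cells 5.88% and 22.4%. The intervals of both pairs overlapped, but each share lay outside the interval of the other library. Overlap alone does not place a difference within counting error, and no interval of the ratio was computed for these shares. The thinned share was lower in il26KO in anterior enterocyte-like, enteroendocrine-like, leukocyte-like, skeletal muscle-like and smooth muscle-like cells. The intervals overlapped in each of these classes, and the enteroendocrine-like shares were close, at 5.71% and 5.56%. Over all kept cells it was 15.5% (interval 14.6% to 16.6%) in WT and 18.2% (interval 17.0% to 19.5%) in il26KO.

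In the progenitor-like class prmt1 (ENSDARG00000010246) rose from 79.6 CPM in WT to 119 CPM in il26KO, a log2 ratio of 0.57 (interval 0.27 to 0.89). It was higher beyond counting error in 3 classes and lower in 0. The log2 ratio of stat3 (ENSDARG00000022712) was -0.10 (interval -0.61 to 0.41) in progenitor-like, -0.88 in ileal enterocyte-like and -0.86 in lysosome-rich enterocyte-like cells. This gene was lower beyond counting error in 5 classes and higher in 1. A further 7 genes of the study's text tied to growth or repair (myca, mycb, mych, ccnh, brca2, rad51b and ercc1) differed within counting error in the progenitor-like class. Among them the log2 ratio ranged from -0.06 for myca to 0.69 for rad51b. Over all kept cells mych had a log2 ratio of -0.72, with -0.80 in the empty droplets.

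DNA damage was addressed with the DNA damage list in the ileal enterocyte-like class. The list had 1110.3 CPM in WT and 1039.6 CPM in il26KO, a log2 ratio of -0.10 (interval -0.16 to -0.03). Of its 30 genes with at least 10 UMIs, 14 were higher in il26KO. The median log2 ratio of -0.01 lay at percentile 10.3. All 15 alternatives were negative, and the largest move was to -0.19 with median-of-ratios scaling. In lysosome-rich enterocyte-like cells the list had a log2 ratio of -0.06, in progenitor-like cells 0.19 and over all kept cells 0.00. For rad50 (ENSDARG00000038917) the ileal enterocyte-like class held 21 WT and 20 il26KO UMIs, a log2 ratio of -0.18 (interval -1.15 to 0.77). The gene was higher beyond counting error in 4 classes, among them anterior enterocyte-like cells at 0.61 and lysosome-rich enterocyte-like cells at 0.46.

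Over the 15 named classes the S phase list was higher in il26KO beyond counting error in 8 and lower in 4, the G2/M list higher in 9 and lower in 3, and the DNA damage list higher in 7 and lower in 4. Another scaling changed the sign in 4, 2 and 4 of the 15 classes for the 3 lists in that order. In ileal enterocyte-like cells the S phase list rose from 210.5 to 338 CPM (log2 ratio 0.68), in lysosome-rich enterocyte-like cells from 336 to 564 CPM (0.75) and in anterior enterocyte-like cells from 137 to 178 CPM (0.38). These 3 ratios stayed positive under each scaling tried. All 3 classes held less of the list than the empty droplets, at 476 CPM in WT and 574 CPM in il26KO. The G2/M level rose most in neuron-like (log2 ratio 2.13), best4 enterocyte-like (2.03), goblet-like (1.38) and smooth muscle-like cells (1.15). These rises stayed positive under each scaling tried. Enteroendocrine-like cells had a lower G2/M level in il26KO, with a log2 ratio of -1.82, and vascular endothelial-like cells at -0.88. Equal weighting of cells gave -0.71 and -0.57. Whether a few cells carried these G2/M sums was not tested in these classes, so they need not describe a whole class.

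**Figure D2:**
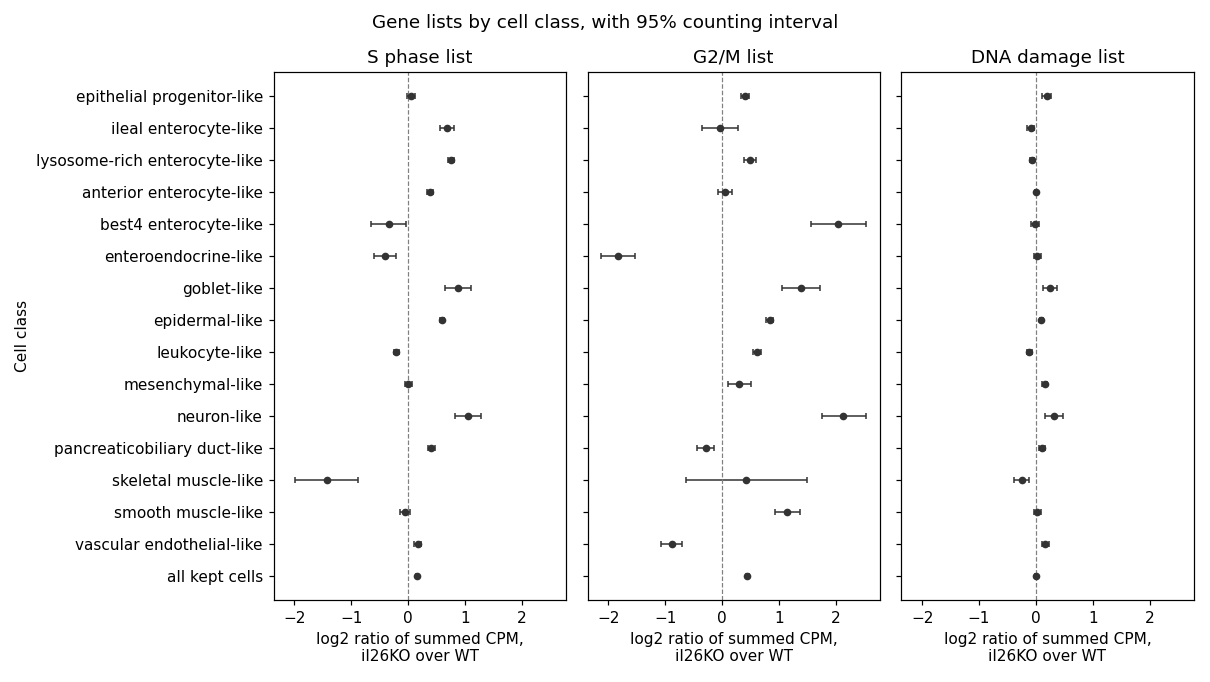
Log2 ratio, il26KO over WT, of the summed CPM of the S phase, G2/M and DNA damage lists in each cell class and in all kept cells; the points are the ratios and the lines are 95% intervals for counting error only. The G2/M list stands at 0.40 in the epithelial progenitor-like class and the DNA damage list at -0.10 in the ileal enterocyte-like class, while the sign of the 3 lists in order changed with the scaling in 4, 2 and 4 of the 15 classes, among them the S phase list of the progenitor-like class.

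The receptor subunits were compared to ask which classes carry them. In anterior enterocyte-like cells il20ra (ENSDARG00000032571) had 29.4 CPM in WT (interval 27.6 to 31.2) and 34 CPM in il26KO (interval 32.3 to 35.8). The empty droplets had 17.6 and 23.2 CPM of it. In this class alone the interval of the class lay above the interval of the empty droplets in both libraries, and with cells thinned to 1000 UMIs there were 0 such classes. Smaller classes with wider intervals had similar or higher levels, among them best4 enterocyte-like cells with 29.0 and 42.7 CPM and enteroendocrine-like cells with 33.4 and 31.4 CPM. The ileal enterocyte-like class had 28.1 and 29.8 CPM, the progenitor-like class 12.4 and 15.4 CPM. The level differed between classes beyond counting error, since vascular endothelial-like cells, with a WT interval of 0.574 to 4.13 CPM, lay under the empty droplets. Cells with an il20ra UMI were 49.9% of WT and 62.9% of il26KO anterior enterocyte-like cells, at median depths of 35148 and 48419.5 UMIs. In vascular endothelial-like cells, at 5173 and 6470 UMIs, they were 1.22% and 0.631%. After thinning the anterior enterocyte-like shares were 3.06% and 2.93%, with 10 and 4 shallow cells left out. The vascular endothelial-like shares were then 0 in both libraries, which allows up to 0.735% in WT and 0.949% in il26KO, with 1 shallow cell left out in each. Beyond counting error il20ra was higher in il26KO in 4 classes and lower in 0.

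For il10rb (ENSDARG00000078042) the anterior enterocyte-like class had 28.9 CPM in WT and 30.7 CPM in il26KO, the ileal enterocyte-like class 25.5 and 31.7 CPM and the progenitor-like class 13.0 and 15.9 CPM. The empty droplets had 33.1 and 32.1 CPM. The number of classes above the empty droplets was 0, in the main setting and in each of 3 alternatives. A class can carry the gene without exceeding that level, since the expected share of free RNA in anterior enterocyte-like cells was 2.43% of the UMIs in WT and 4.57% in il26KO.

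**Figure D3:**
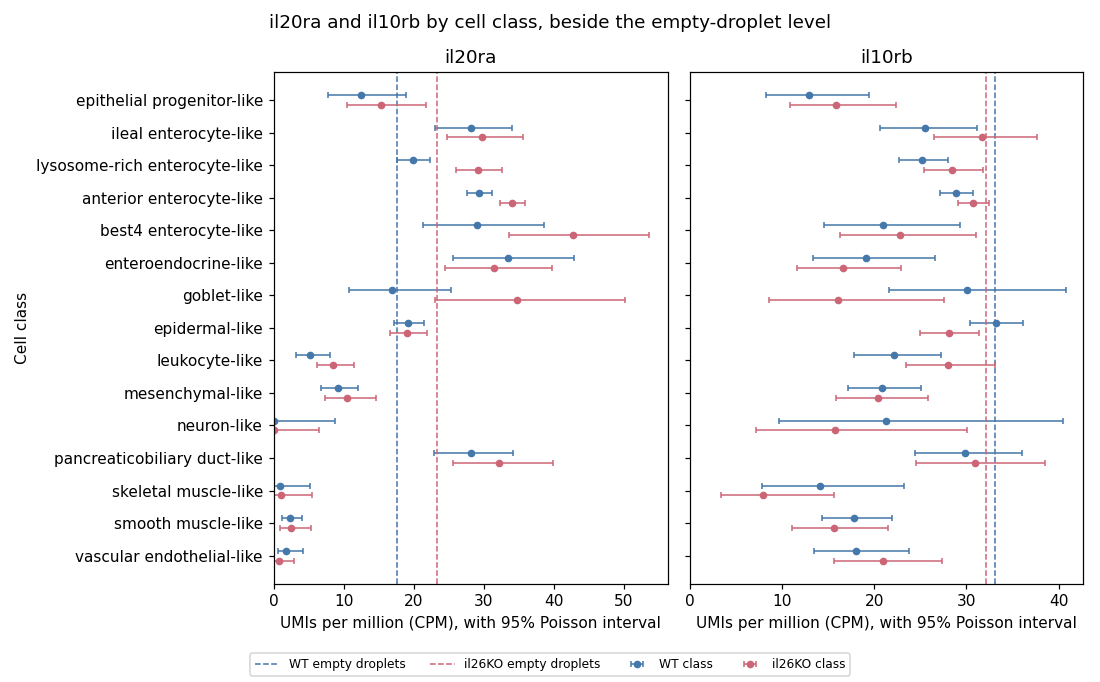
Level of il20ra and il10rb in CPM in each cell class, for WT (blue) and il26KO (red); the points are class levels with Poisson 95% intervals for counting error only, and the dashed lines are the levels in the empty droplets. For il20ra the anterior enterocyte-like class, at 29.4 and 34 CPM, is the 1 class above the empty droplets beyond the counting error of both in each library, and for il10rb there are 0 such classes.

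Possible sources of il26 and other immune genes were looked up in the leukocyte-like class. There rorc had 199 CPM in WT and 140 CPM in il26KO, a log2 ratio of -0.51 (interval -0.66 to -0.36). The log2 ratio was 0.16 for nitr4a (interval -0.16 to 0.49) and -0.35 for nitr9 (interval -0.81 to 0.10). For tnfa it was -0.32 (interval -0.57 to -0.08) and for il1b 0.07 (interval -0.09 to 0.23). With 1 WT and 4 il26KO UMIs, il10 gave 1.02 (interval -1.64 to 7.32). The WT cell with the il26 UMI lay in this class. Over all kept cells anxa4 (ENSDARG00000036456) had 1126 CPM in WT and 926 CPM in il26KO, a log2 ratio of -0.28, and in progenitor-like cells the log2 ratio was -0.19 (interval -0.24 to -0.15).

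The named genes of largest change in the progenitor-like class rested on single cells. The highest log2 ratios belonged to si:ch211-150d5.3 (ENSDARG00000093384) at 6.48 (interval 4.98 to 12.79), si:ch73-106l15.4 (ENSDARG00000089312) at 6.40 (interval 4.89 to 12.70) and pyyb (ENSDARG00000035832) at 5.07. In each, 1 il26KO cell held most of the UMIs, 203 of 203, 188 of 191 and 653 of 725. The lowest belonged to 3 hemoglobin genes. There hbae3 (ENSDARG00000079305) had 1078 UMIs in WT, in 1 cell, and 2 in il26KO, a log2 ratio of -8.68 (interval -12.31 to -7.41). With 708 UMIs in WT and 0 in il26KO, hbbe1.3 (ENSDARG00000087390) was at least 269-fold lower, and with 171 and 0 UMIs hbae1.1 (ENSDARG00000088330 and ENSDARG00000089475) was at least 65.0-fold lower, and 1 WT cell held 708 and 170 of these UMIs.

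In the ileal enterocyte-like class the highest log2 ratios were 7.18 for si:dkey-18p12.4 (ENSDARG00000079703; 2 and 470 UMIs, interval 5.90 to 10.81), 5.69 for hbae3 (4 and 279 UMIs) and 5.07 for hpda (ENSDARG00000018351; 8 and 327 UMIs). They were spread over 74, 32 and 53 il26KO cells. The lowest were -5.45 for ela2l (ENSDARG00000056765; 120 and 2 UMIs, interval -9.09 to -4.14), -5.09 for prss59.2 (ENSDARG00000073742; 187 and 5 UMIs) and -5.00 for alpi.2 (ENSDARG00000053774; 146 and 4 UMIs). In the empty droplets the log2 ratio was -5.05 for ela2l, -3.84 for prss59.2 and -1.17 for alpi.2.

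Among genes with 1 sign in every class measured, the highest medians over classes were 6.25 for si:dkey-18p12.4 (5 classes), 3.01 for si:dkey-286j17.4 (ENSDARG00000093402; 5 classes), 2.65 for il1rapl1a (ENSDARG00000062045; 10 classes), 2.62 for si:ch211-11p18.6 (ENSDARG00000077068 and ENSDARG00000102360; 5 classes) and 2.53 for apoa2 (ENSDARG00000015866; 13 classes). The lowest were -4.92 for CT868708.1 (ENSDARG00000097601; 5 classes), -4.22 for ela2l (12 classes), -3.84 for prss59.1 (ENSDARG00000079274; 13 classes), -3.74 for prss1 (ENSDARG00000042993; 14 classes) and -3.59 for ela2 (ENSDARG00000056744; 10 classes). The empty droplets moved alike, with log2 ratios of -4.25 for prss1, -4.53 for ela2 and 2.42 for apoa2. The elastase, trypsin and hemoglobin genes have similar copies that could share reads, so the value of a single copy is uncertain.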

Values the study reported

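In its single-cell section the study reported 13,256 cells, of which 7420 were from WT and 5836 from il26-/- larvae, with a median of 1517 genes per cell and 24 clusters. Progenitors were given as 45 per 1000 cells in il26-/- and 26 per 1000 cells in WT. The population named Absorptive_ECs_1 was given as 105 per 1000 cells in il26-/- and 175 per 1000 cells in WT. The study did not detect il26 in this dataset.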

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

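The tests in this part were chosen after the result was seen, except that the gene minimums of 300 and 1000 and the absence of a mitochondrial filter were planned. In the main setting the barcodes outside the kept cells belong to no cell class, and marker genes of 2 cell types that are not gut epithelium were higher there in il26KO than in WT, by more than 2-fold beyond counting error. They were hepatocyte markers, in barcodes with at most 100 UMIs and in barcodes with at least 300 but fewer than 500 genes (low-gene barcodes), and skeletal muscle markers in the low-gene barcodes.

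Hepatocyte markers had 431 CPM in WT and 2280 CPM in il26KO in the barcodes with at most 100 UMIs, and 472 CPM in WT and 5779 CPM in il26KO in the low-gene barcodes. All 13 genes of the list were higher in il26KO in both groups of barcodes. The most abundant was apoa1b, which rose from 270 to 3447 CPM in the low-gene barcodes, followed by fabp10a (75.4 to 1132 CPM) and tfa (99.8 to 649 CPM). The list shares 0 genes with another list, and 6 of its genes in WT, among them apoa1b (412 against 249 CPM), and 0 in il26KO were higher in the epithelial classes together than in the empty droplets. Low-gene barcodes in which these markers held at least 2% of the UMIs numbered 1 of 1822 in WT and 123 of 1882 in il26KO, as broken liver cells could give. Kept cells with at least 2% were 7 of 5122 in WT and 16 of 3841 in il26KO, a log2 ratio of 1.61 (interval 0.25 to 3.13), as more liver tissue left on the dissected il26KO guts could also give. A hepatocyte-like cluster formed when cells were called from 300 genes, with 17 WT and 151 il26KO cells (log2 ratio 3.43, interval 2.70 to 4.25), and without the mitochondrial filter, with 5 and 23 cells (2.59, interval 1.17 to 4.34). Whole liver cells with little RNA and broken ones would both fall in it. Naming from summed counts also gave a hepatocyte name, to a cluster of 243 WT and 193 il26KO cells (0.08, interval -0.20 to 0.36). In the main setting that cluster was anterior enterocyte-like and led by chia.2 and fabp2, so it was not read as liver. The explanations do not exclude each other, and the amount of tissue was not recorded. An effect of il26 loss on the liver stays open and was not tested.

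Skeletal muscle markers had 1375 CPM in WT and 3556 CPM in il26KO in the low-gene barcodes. Of the 12 genes, 11 were higher in il26KO, the most abundant being actc1b (500.2 to 1541 CPM) and mylpfa (299 to 774 CPM). The list shares 0 genes with another list, and 0 of its genes were higher in the epithelial classes than in the empty droplets, in WT and in il26KO alike. The skeletal muscle-like class went the other way among the kept cells, from 50 cells in WT to 18 in il26KO, a log2 ratio of the shares of -1.06 (interval -1.92 to -0.26). This depends on the gene minimum, with -0.47 (interval -1.09 to 0.13) at 300 genes and -0.19 (interval -1.20 to 0.79) at 1000 genes, both within counting error, so whether muscle cells broke more often in the il26KO preparation stays open. In the empty droplets the markers had a log2 ratio of 0.67. More muscle tissue in the il26KO library cannot be told apart from breakage of the same amount, because the amount of tissue is confounded with the library and free RNA rises in both cases. A biological effect of il26 loss on muscle was not tested and stays open.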

How the results depend on the processing

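Naming the clusters from summed counts was chosen after the data were seen, and the other alternatives were planned. No paired analysis was possible because each group had 1 library. Of 77 alternative values, 52 lay within the counting interval of the main value or, for a number of UMIs or classes, were equal to it, and the other 25 are given here. Log2 ratios are il26KO over WT. The cause was not tested for any of them.

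The share of epithelial progenitor-like cells was above 0 in 12 of 12 alternatives, from 0.46 to 0.74 in the 10 that stayed in the interval. It was 0.35 with at least 1000 genes and 0.048 with the minimum on UMIs. The share of ileal enterocyte-like cells ranged from -0.09 to 0.27 in 10 of 12 alternatives, and it was -0.17 with the minimum on UMIs and -0.18 with merged libraries.

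The G2/M list in progenitor-like cells was above 0 in 14 of 15 alternatives and stayed at 0.40 in 5. The exception was -0.013 with at least 300 genes. It was 0.30 with at least 1000 genes, 0.77 with the minimum on UMIs, 0.25 without the mitochondrial filter, 0.31 with doublets kept, 0.25 with merged libraries, 0.18 with listed genes in the clustering, 0.28 with median-of-ratios scaling, 0.48 with free RNA subtracted and 0.21 with each cell scaled to 10000.

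The S phase list in the same class ranged from 0.05 to 0.12 in 9 of 15 alternatives. It was 0.16 with at least 300 genes, -0.13 with at least 1000 genes, 0.45 with the minimum on UMIs, -0.060 without the mitochondrial filter, 0.13 with listed genes in the clustering and -0.064 with median-of-ratios scaling.

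The DNA damage list in ileal enterocyte-like cells was below 0 in 15 of 15 alternatives, from -0.15 to -0.07 in 11. It was -0.18 with at least 1000 genes, -0.18 with at most 10% mitochondrial UMIs, -0.19 with median-of-ratios scaling and -0.0054 with each cell scaled to 10000.

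For il20ra the number of classes above the empty droplets went from 1 to 0 when cells were thinned to 1000 UMIs, where few il20ra UMIs are left, and it stayed at 1 with free RNA subtracted and with at least 1000 genes. For il10rb it was 0 throughout, which subtraction of free RNA could not have raised. The il26 counts of 1 and 0 were the same over all barcodes. Depth limits il26, whose 0 UMIs in il26KO allow up to 0.0245 CPM against 0.00798 CPM measured in WT, so that loss of the transcript cannot be seen.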

Other observations

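The tests in this part were chosen only after the result was seen, except the test for a few cells with many G2/M UMIs, the share among the named epithelial classes, and the values from cells called and clustered anew with another gene minimum or with the minimum on UMIs, which were planned singly and not in combination. Loss of il26 stays an open and untested explanation for each difference between the libraries, since each group had 1 library.

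The median number of detected genes per kept cell was 2507. This was above the value the study gives. With at least 300 genes per cell 12336 cells were kept, with a median of 1692 genes, which was nearer to it.

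Progenitor-like cells were 39.2 per 1000 kept cells in WT and 63.0 per 1000 in il26KO, over all kept cells of the deposited barcodes. With at least 300 genes the share was 3.18% in WT and 5.06% in il26KO, nearer to the study's values. The study's shares are over its own cells and populations, and the difference may come from rebuilt names or from cell calling. The ileal enterocyte-like class, 53.9 per 1000 kept cells in WT, was not matched here to the study's absorptive population. Cell calling close to the gene minimum is a candidate explanation for the higher progenitor-like share that the values argue against as the whole cause. With the clusters kept, and only cells of at least 1000 genes counted, the share was 134 of 4188 in WT and 156 of 3183 in il26KO, a log2 ratio of 0.62 (interval 0.27 to 0.96). Fewer non-epithelial cells in the il26KO library would raise every epithelial class alike, but among the named epithelial classes alone the log2 ratio was still 0.46 (interval 0.18 to 0.74). Both together are not excluded. With at least 1000 genes and the named epithelial classes alone the log2 ratio was 0.35 (interval 0.01 to 0.70) with the clusters kept, but 0.11 (interval -0.15 to 0.38) when clustered anew, and it was -0.026 (interval -0.58 to 0.53) with the minimum on UMIs. Clustering anew under the minimum on UMIs gave 0.048 over all cells kept there, so the share of progenitor-like cells among the deepest barcodes was not detectably different.

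The higher G2/M level of il26KO progenitor-like cells (log2 ratio 0.40) might come from dividing cells placed in different classes in the libraries. Over all named epithelial classes and the unnamed clusters together the log2 ratio was 0.28 (interval 0.23 to 0.32). This pooled level also rises with the share of progenitor-like cells, so misplaced dividing cells cannot be told apart from a change within the class. A few cells with many G2/M UMIs are not the whole cause, since leaving out the top 5% of cells, 11 in WT and 13 in il26KO, gave 0.25 (interval 0.18 to 0.33). The dependence on the gene minimum stays open, with -0.013 at 300 genes.

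The S phase list was higher in il26KO in the ileal, lysosome-rich and anterior enterocyte-like classes, with a log2 ratio of 0.43 over the 3 classes together (194 and 261 CPM). Subtracting the expected free RNA left 0.40, and leaving out the top 5% of cells left 0.46, so neither free RNA nor a few dividing cells could be the whole cause. Progenitor cells placed in these clusters would also bring their other markers. For the S phase rise of 66.9 CPM these would have to rise by 262 CPM, but they rose by 36.7 CPM. What raised the list is open.

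The 6 genes with the largest ratios in progenitor-like cells may reflect single cells of another type or doublets. The median share of a gene's UMIs held by 1 cell was 99.7%, while for the 6 genes named in ileal enterocyte-like cells it was 9.32%. These genes describe single cells and not the class.

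In il26KO ileal enterocyte-like cells hbae3 had 279 UMIs in 32 cells. RNA of red blood cells is a candidate source, but hbae1.1 and hbbe1.3 together had 1 UMI there, where 227 would be needed at the proportion of the WT progenitor-like cell that held 1078 UMIs of hbae3. Free RNA is not the source either, since the il26KO empty droplets had 3.60 CPM of hbae3 against 67.6 CPM in the class. Another hemoglobin gene, hbbe1.1, had 0 UMIs in WT and 44 in il26KO in this class. Expression in these cells and reads shared with a similar copy stay open and were not tested.

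Digestive enzyme genes were lower in il26KO in many classes, as free RNA from the pancreas could give. With all cells counted, the highest WT level of the acinar markers outside the goblet-like class was 444 CPM, in vascular endothelial-like cells, under the 4095 CPM of the empty droplets. In il26KO it was 138 CPM, in epidermal-like cells, under 251 CPM. The goblet-like class was the exception in both libraries, at 45718 CPM in WT and 19702 CPM in il26KO, and 1 cell held 97.45% of these UMIs in WT and 82.7% in il26KO, as a pancreatic cell or a doublet with one could give. Without cells of at least 2% acinar UMIs, 1 in WT and 2 in il26KO, the goblet-like class had 1274 and 2391 CPM, still above the empty droplets in il26KO. The most abundant markers in the WT empty droplets were prss1 (792 CPM) and prss59.2 (671 CPM), 0 of the 14 genes are on another list, and 0 in WT and 10 in il26KO were higher in the epithelial classes together than in the empty droplets. The markers had a log2 ratio of -4.03 in the empty droplets. Less pancreas in the il26KO library cannot be told apart from lower enzyme expression, because no cluster met the acinar rule in the main setting. Naming from summed counts called the goblet-like cluster acinar, with 148 WT and 78 il26KO cells. Since 1 cell per library held most of its acinar UMIs, it cannot measure that expression either.

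Mesenchymal-like and smooth muscle-like shares were lower in il26KO in the main setting. With the minimum on UMIs the mesenchymal-like share was higher, at 45 of 1718 WT and 78 of 1913 il26KO cells and a log2 ratio of 0.64, beyond counting error, and the smooth muscle-like share differed within counting error, at -0.42 (interval -1.02 to 0.18). With gene minimums of 300 and 1000 both shares stayed lower beyond counting error. The log2 ratio there was -0.61 and -0.47 for mesenchymal-like cells, and -0.85 and -0.81 for smooth muscle-like cells. Why the minimum on UMIs differs from these stays open. If such cells had broken open during preparation, their RNA would be higher in the empty droplets, but smooth muscle markers there had a log2 ratio of -1.41 (2976 and 1123 CPM). Mesenchymal markers had -0.80 (414 and 238 CPM). Less gut wall in the il26KO library cannot be told apart from fewer such cells per gut, because the amount of dissected tissue is confounded with the library.

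Some genes were higher in il26KO in every class measured. A stretch of chromosome carried along with the il26 mutation could do this for neighbours of il26. In the gene order of the GRCz12tu assembly, 0 of the 19 measured neighbours within 30 annotated genes had 1 sign in all classes and a median log2 ratio of at least 1 in size, against 61 of 8958 genes placed. The 61 genes count both directions, so lower digestive enzyme genes can be among them. None of them is such a neighbour, but a carried stretch is not excluded, since at that rate few of 19 genes would be flagged anyway. The paper describes the WT and il26-deficient parents as clutchmates held in separate tanks, so tank is confounded with the library. Other differences in genetic background between the parents might put such genes close together. Of the 61 genes, 10 had another within 30 annotated genes, while random draws had a median of 6 and reached 14 at the upper end of their 95% range. Differences in genetic background therefore cannot be told apart from other causes, since the count lies within the range of random draws and no sequence was available.

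The gene hsp70l was singled out after its values were seen. It rose from 2674 to 5219.8 CPM, a log2 ratio of 0.96, and was higher in 15 of 15 classes. It also rose in the empty droplets, from 2903 to 5194.9 CPM. Heat shock during preparation might raise it, but 5 of the 21 other heat-shock genes were higher and their median log2 ratio was -0.19. Dissociation stress might too, but 2 of 20 immediate early genes were higher, with a median of -0.35. Reads shared between the 4 hsp70 copies would leave their sum as it was. The sum had a log2 ratio of 0.11 (14606 and 15802 CPM), inside the range of the 18 heat-shock genes outside these copies (-0.79 to 0.32), so shifting reads cannot be told apart from higher expression of hsp70l. A difference in genetic background or tank between the parents stays open and was not tested.

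The ileal enterocyte-like share of all kept cells was not lower in il26KO in the main setting. With the libraries merged and only the named epithelial classes counted it was lower, with a log2 ratio of -0.40 (interval -0.68 to -0.13). Enterocytes with ileal RNA that lie in other clusters could hide a lower number. Kept cells in which the ileal markers held at least 5% of the UMIs were 637 of 5122 in WT and 380 of 3841 in il26KO, a log2 ratio of -0.33 (interval -0.52 to -0.14). For cells under the gene minimum the values disagree. Barcodes with at least 300 but fewer than 500 genes that reached 5% were fewer in il26KO, with a log2 ratio of -0.84 (interval -1.12 to -0.56), but the ileal enterocyte-like share was higher when cells were called and clustered anew from 300 genes, at 0.26 (interval 0.11 to 0.40). These values suggest that how ileal cells are delimited sets the direction of this comparison.

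The WT cell with the il26 UMI had 32928 UMIs and 3536 genes and lay in a leukocyte-like cluster of 79 WT and 77 il26KO cells, numbered 23. It held 7 UMIs of rorc, 9 of nitr4a and 6 of nitr9. In that cluster il26 had 0.780 CPM in WT (interval 0.0198 to 4.35), and the 0 UMIs of il26KO allow up to 1.48 CPM. There rorc had 612 CPM in WT and 300.1 CPM in il26KO, nitr4a 109 and 94.8 CPM, and nitr9 66.3 and 40.0 CPM.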
